A study of Mus musculus with 208 samples. Its data were reported in "MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice" (2018).

How the data were processed

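MicroRNA levels were measured by small RNA sequencing in the striatum of mice that carried 1 wild-type Htt allele and 1 knock-in allele with a given number of CAG repeats (Q), and in wild-type (WT) littermates. Per the labels and the study's methods, reads were clipped, aligned to the mouse genome mm10 with STAR and counted per microRNA transcript with HTSeq. The deposited count table holds expected counts (expected_counts) that are not scaled between libraries. Although HTSeq gives whole counts, 1027 of the 1626 features had a fractional value in at least 1 library, and these features held 61.9% of all counts. Reads with several possible sources were therefore divided among features by an estimation step that is not stated. The second deposited table holds FPKM values (fpkm), and each value equals the count divided by a fixed transcript length and by the library total, so it is a rescaling of the same counts. All 208 columns were mapped to a sample and 0 columns were left unmapped.

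Features are given as Ensembl transcript identifiers without an annotation release. They were matched to GENCODE M21 on GRCm38, the same build as mm10. Of the 1626 features, 1228 matched, and the 398 others held 0.47% of all counts and are named by their identifier. The length implied by the FPKM table differed from the reference in 94 matched features, so the annotation the authors used differed in part. Coordinates and overlapping genes are those of the reference.

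Library totals ranged from 2755347 to 7965446 counts, with a median of 4615866. Reads carry no molecular identifiers, so counting error is a lower bound on the technical error. Spreads between libraries are given as SD and errors of fitted slopes and fold changes as SE.

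Expected counts were rounded to whole numbers. MicroRNAs were kept with the filterByExpr function of edgeR over all libraries by group, which left 477 tested microRNAs. As in the study's methods, libraries with a robust standardized connectivity Z.k under -5 within their age, computed on variance-stabilized counts, were left out. These were 4 libraries. Tests used edgeR 4.0.16 in R 4.3.3 with TMM normalization, a robust quasi-likelihood fit and the quasi-likelihood F-test. Sex and batch were covariates. The batch was the lane or library tag in the description label, with small tags pooled within an age. Its meaning is not defined by the labels. P-values were two-sided and adjusted by the Benjamini-Hochberg method (FDR) over the tested microRNAs of each contrast, and a microRNA with an FDR under 0.05 is called DE. Levels of single microRNAs are CPM normalized with the TMM factors (cpm function of edgeR).

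One fit per age held the 5 lines with expanded repeats and the controls, which were Q20 heterozygotes and WT littermates of the Q20 line, as in the study's methods. Contrasts were each line against the controls, and the slope on Q as a numeric variable with Q set to 7 for WT. Slopes are in log2 units per 100 CAG repeats. For the meta-analysis, signed Z statistics of the 2 ages 6m and 10m were summed and divided by the square root of the number of ages. A separate 6m fit over all 12 groups compared each line with its own WT littermates. WT libraries of the 6 lines at 6m, and Q20 against WT at each age, served as the background. Differences in the slope between ages or sexes were tested as interaction terms. Overlaps of calls were tested with one-sided Fisher's exact tests. Correlations of Z statistics between ages are across microRNAs, which are not independent replicates, and were set against regroupings of the libraries.

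The choices above, the comparisons, most alternatives and the rule for naming microRNAs were fixed before the data were examined. MicroRNAs named in full are a list of 7, selected for this work before the data were examined from among those the study's text discusses, and the 5 rising and 5 falling ones with the smallest meta-analysis p among those called DE at 6m, at 10m and in the meta-analysis with the same sign. For the background and age comparisons up to 3 with the smallest p are named. Any other named microRNA is marked as chosen after its values were seen.

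Every count was compared with 100 splits of the libraries, the observed one included, drawn with a fixed seed within age. Genotypes were permuted for line and Q tests (within line for own littermates), lines for the WT test, and ages or sexes within each Q for the interactions. The alternatives were DESeq2 1.42.0 with the Wald test, the same after replacing outlying counts by the study's weights (which changed 0.27% of values), RLE size factors, total count scaling, no low-count filter (1475 microRNAs), a filter at a mean of 50 counts (299 microRNAs), no batch covariate, all libraries kept, and sex by replicate number as a block. Further alternatives were the sex implied by the cage code for 2 libraries, other choices of controls, fits with only the compared line and the controls, Q175 left out, limma 3.58.1 with trend on log2 FPKM with pseudocounts of 1 and 0.1, and each of 4 replicate numbers of both sexes left out. A block for line over all 6m libraries, and sets of 24 consecutive library numbers as a 6m covariate, were chosen after seeing the data.

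The pipeline was tested on simulated data of the same layout with 200 changed microRNAs. The slope test recovered 83% of them at 6m and 82% at 10m, and the meta-analysis recovered 88%, with false calls making up 3.5%, 1.8% and 3.3% of the calls. The smallest simulated slope had the median size of the calls in the data at 10m (0.25). At 6m that median was lower (0.19). Recovery of smaller slopes was therefore not simulated, and all shares in this paragraph hold for the simulated sizes only. For Q80 at 6m the recovery was 51%. In simulated comparisons without a change, such as the WT line test, edgeR made 0 calls. In that WT line test DESeq2 made 4 calls. The simulated Q20 against WT at 6m also gave 0 calls with edgeR. It held a small change, because simulated levels followed Q from WT to Q20 too, so it does not test for false calls. Limma on simulated FPKM values, which have no scaling factor between libraries, gave 56% false calls for the slope at 6m, against 3.5% with edgeR and 1.8% with DESeq2. Scaling by total counts alone was not simulated and shares this trait.

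Libraries of the same sex and replicate number in different groups of an age were tested for pairing. The mean correlation of their residuals was 0.019 at 2m, 0.008 at 6m and 0.048 at 10m, with single pairs as low as -0.34, so libraries were not treated as paired. Mice that shared a cage code in the labels were treated as independent, and an effect of the cage was not tested. Pairs of libraries within a group were checked for duplicates, and the lowest chi-square per degree of freedom was 13. No library was therefore a resampled copy of another in its own group, and pairs from different groups were not compared.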

Results

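The data comprised 208 striatal microRNA libraries from single mice in 26 groups of 8. Heterozygous knock-in mice of the lines Q20, Q80, Q92, Q111, Q140 and Q175, named for the CAG length, were profiled at 2, 6 and 10 months (2m, 6m and 10m). WT littermates of the Q20 line were profiled at every age. WT littermates of the other 5 lines were profiled at 6m. The ages held 56, 96 and 56 libraries. Total counts per library ranged from 3780868 to 7965446 at 2m, from 3354431 to 7954969 at 6m and from 2755347 to 4893051 at 10m, with medians of 5623770, 4553873 and 4212050. Most groups had 4 females and 4 males, while Q20 at 10m had 5 females and 3 males, and Q80 at 2m had 3 females and 5 males. The 4 libraries left out for low connectivity were Q80 2m male 5 (Z.k of -22.5), male 2 of the WT littermates of the Q80 line at 6m (-12.31), Q80 6m female 3 (-11.86) and WT 10m male 2 (-8.89).

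The first comparison asked which microRNAs differed between each line and the controls, and whether their number followed the CAG length. At 2m, 0 microRNAs were DE in Q80 (34 had an unadjusted p under 0.05), 0 in Q92 (45) and 0 in Q140 (34). There were 13 DE microRNAs in Q111 at 2m, of which 4 were higher and 9 lower, and 1 in Q175. The Q111 count depended on single Q111 libraries, with 24 calls without male 1, 8 without female 4, 3 without male 4 and 1 without female 3 or male 2. The single call in Q175 was Mir1298, with a log2 fold change of 0.27 (SE 0.06, FDR 0.0374), and no microRNA was called when any of 4 Q175 libraries (F4, M1, M2 or M4) was left out, while 2 were called without F1 or F2. Mir1298 was chosen after its values were seen.

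At 6m, 51 microRNAs were DE in Q80 (19 higher, 32 lower), 48 in Q92 (27 higher, 21 lower), 43 in Q111 (14 higher, 29 lower), 143 in Q140 (71 higher, 72 lower) and 174 in Q175 (80 higher, 94 lower). Among the alternatives, the Q80 count at 6m moved most, to 4 when sets of consecutive library numbers were added as a covariate. At 10m, 0 microRNAs were DE in Q80 (19 had an unadjusted p under 0.05) and 3 in Q92, followed by 74 in Q111 (39 higher, 35 lower), 81 in Q140 (40 higher, 41 lower) and 99 in Q175 (52 higher, 47 lower). The 3 microRNAs in Q92 at 10m, chosen after their values were seen, were Mir1298 with a log2 fold change of 0.4 (SE 0.08, FDR 0.00343), Mir212 with -0.26 (SE 0.06, FDR 0.0121) and Mir669c with 0.56 (SE 0.13, FDR 0.0121). None of the 3 was called without Q92 10m female 4, and without Q92 10m male 3 the count was 5. The share of higher and lower calls at 6m depended on the scaling. For Q175, 80 of 174 calls were higher with TMM and 116 of 172 with total count scaling.

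**Figure D1:**
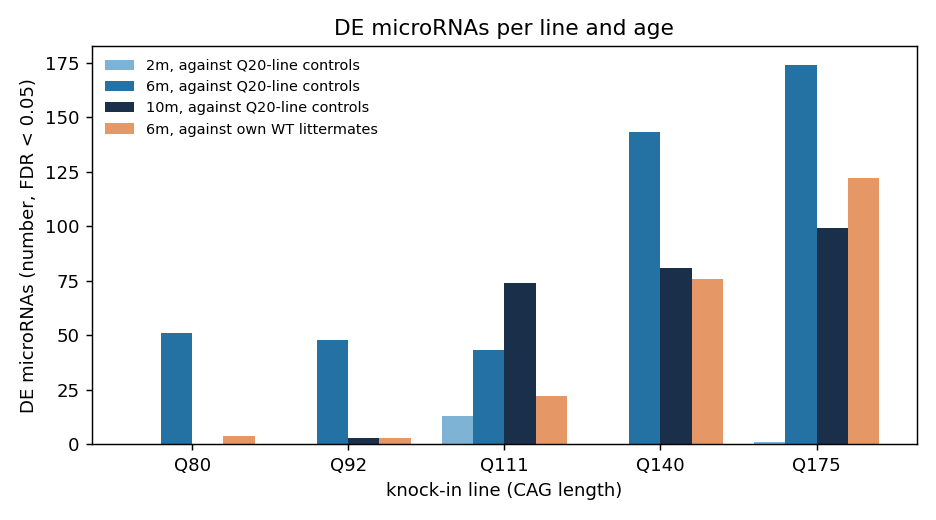
Bars give the number of DE microRNAs (FDR under 0.05 among 477 tested) in each knock-in line, against the Q20-line controls at each age and against the line's own WT littermates at 6m. At 10m the counts were 0, 3, 74, 81 and 99 from Q80 to Q175, and at 6m the counts for Q80 and Q92 fell from 51 and 48 against the controls to 4 and 3 against own littermates.

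Each line was also compared at 6m with its own WT littermates, which removed differences between the lines that did not depend on the expanded allele. This gave 4 DE microRNAs in Q80, 3 in Q92, 22 in Q111 (10 higher, 12 lower), 76 in Q140 (41 higher, 35 lower) and 122 in Q175 (57 higher, 65 lower). With total count scaling the Q175 balance reversed, to 69 higher and 44 lower. Of the calls against the controls, 1 in Q80, 0 in Q92, 19 in Q111, 64 in Q140 and 107 in Q175 were also called against own littermates with the same sign. The calls in Q80 and Q92 were chosen after their values were seen. Mir501 was lower in Q80 by a log2 fold change of -0.48 (SE 0.09, FDR 9.28e-05) and in Q92 by -0.44 (SE 0.08, FDR 0.000107). Mir99b was lower in Q80 by -0.39 (SE 0.07, FDR 0.000309) and in Q92 by -0.41 (SE 0.07, FDR 4.62e-05). Mir100 was lower in Q80 by -0.35 (SE 0.08, FDR 0.00258) and in Q92 by -0.29 (SE 0.07, FDR 0.0168). The other call in Q80 was Mir26a-1, which was higher by 1.22 (SE 0.32, FDR 0.0346).

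The background was measured in animals without an expanded repeat. Among the WT littermates of the 6 lines at 6m, 107 microRNAs differed between lines at an FDR under 0.05. The 3 with the smallest p were Mir501 (chromosome X, 7241243 to 7241351, intron of Clcn5, FDR 1e-07), Mir30c-2 (chromosome 1, 23291701 to 23291784, exon of Gm27028, FDR 1.02e-07) and Gm25956 (chromosome 7, 54213169 to 54213385, intergenic, FDR 7.3e-07). Batch was a covariate in this test, and within the larger 6m batch alone (37 WT libraries) 83 microRNAs differed between lines, of which 77 were among the 107.

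Q20 and WT, which were pooled as controls, differed in 0 microRNAs at 2m (20 had an unadjusted p under 0.05), in 6 at 6m (2 higher and 4 lower in Q20) and in 0 at 10m (9 had an unadjusted p under 0.05). The 3 with the smallest p at 6m were Mir99b (chromosome 17, 17830188 to 17830257, intron of Spaca6), with a log2 fold change of -0.26 (SE 0.04, FDR 0.00627), ENSMUST00000175151, which did not match the annotation, with 0.37 (SE 0.07, FDR 0.0213), and Mir100 (chromosome 9, 41531425 to 41531504), with -0.27 (SE 0.06, FDR 0.0436). Leaving out single libraries gave 6 calls without WT 6m male 2, and between 1 (without Q20 6m female 4) and 4 otherwise.

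Association with Q as a numeric variable asked which microRNAs had a linear trend with the CAG length. A slope does not show that the change was even along Q. At 2m, 0 microRNAs were associated with Q, and 38 had an unadjusted p under 0.05. At 6m 144 were associated (63 rising, 81 falling) and at 10m 115 (59 rising, 56 falling). The alternative that moved the 6m direction most was total count scaling, with 114 of 159 calls rising. The median size of the slope among the calls was 0.19 log2 per 100 CAG at 6m and 0.25 at 10m, and 10 and 8 microRNAs had a slope larger than 1. The meta-analysis of 6m and 10m called 181 microRNAs (94 rising, 87 falling), which lay in 112 genomic clusters when neighbours within 200 kb were joined.

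The slope was recomputed within the batches that held enough libraries. In the larger 6m batch (44 libraries, 7 genotypes) 121 microRNAs were called, and the slope had the pooled sign for 144 of the 144 pooled calls. In the other 6m batch (11 libraries, 4 genotypes) 55 were called, and 143 of 144 had the pooled sign. At 10m the batches of 20, 24 and 7 libraries gave 45, 74 and 0 calls. Of the 115 pooled calls, 115, 115 and 105 had the pooled sign in these batches. The libraries of each batch were part of the pooled fit that selected the calls, so agreement in sign is not independent evidence. Across microRNAs, called or not, slopes correlated with the pooled ones with an r of 0.91 in the larger 6m batch and 0.66 in the other. At 10m the r was 0.79, 0.86 and 0.12 in the batches of 20, 24 and 7 libraries. At 2m the batches of 26, 11 and 10 libraries gave 0, 2 and 0 calls. The remaining batches were too small for a fit of their own. Within the 5 batches at 6m and 10m the slope of Mir132 was -0.38 (SE 0.05), -0.41 (SE 0.06), -0.45 (SE 0.07), -0.4 (SE 0.07) and -0.26 (SE 0.18).

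Agreement between ages was then examined, with different animals at each age. Across the 477 microRNAs, Z statistics for Q correlated between 6m and 10m with a Pearson r of 0.816 (Spearman rho 0.694), between 2m and 6m with 0.449 (rho 0.371) and between 2m and 10m with 0.447 (rho 0.384). None of the other 99 regroupings of the libraries reached any of these correlations. Of the microRNAs associated with Q at 6m and at 10m, 85 were called at both ages, against 34.7 expected by chance whatever the sign (one-sided Fisher's exact test, p = 6.27e-30). Of these 85, 84 had the same sign. In Q111, 27 of the 43 calls at 6m and 74 at 10m were shared, against 6.7 expected whatever the sign (Fisher's exact test, p = 6.12e-14). All 27 had the same sign. Both tests treat microRNAs as independent, which neighbours in a cluster and copies that share reads are not, so these p-values may be too small. The single call in Q175 at 2m was also called in Q175 at 10m, against 0.2 expected. With 1 call at 2m, the smallest p the test can give is 0.208 (Fisher's exact test), so it cannot decide.

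**Figure D2:**
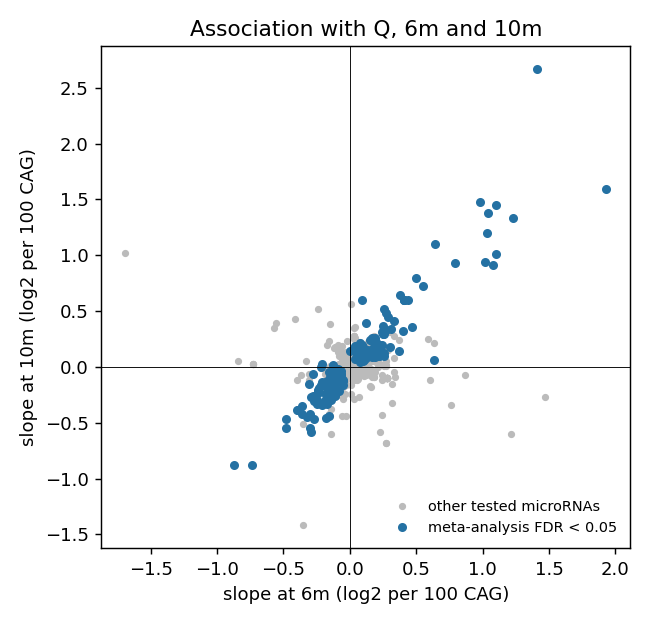
Each point is 1 of the 477 tested microRNAs, placed by its slope on Q at 6m (horizontal axis) and at 10m (vertical axis), both in log2 per 100 CAG. The 181 microRNAs called in the meta-analysis are in blue, with 94 rising and 87 falling.

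A list of 7 microRNAs, selected for this work before the data were examined from among those the study's text discusses, was tested in the meta-analysis. Adjusted over the list alone, 6 of the 7 were called, and adjusted over all 477 tested microRNAs also 6. The study named them from these samples, so the first count is not independent evidence. All 6 fell with Q. Mir132 (chromosome 11, 75173682 to 75173747, intron of 1700016P03Rik) had a slope of -0.4 (SE 0.04, FDR 3.66e-12) at 6m and -0.39 (SE 0.05, FDR 6.95e-10) at 10m, and -0.05 (SE 0.03, FDR 0.707) at 2m. Its level at 6m was 3450 ± 258 CPM in Q175 (SD, n = 8) and 5720 ± 358 CPM in the controls (SD, n = 16), and at 10m 3070 ± 239 CPM (SD, n = 8) and 4600 ± 317 CPM (SD, n = 15). All 8 Q175 libraries lay below the control median at both ages. The change of Mir132 was not even along Q. At 6m its mean was 5590 CPM in Q80 and 6120 CPM in Q92. At 10m it was 3180, 3110 and 3070 CPM in Q111, Q140 and Q175. Mir212 (75173388 to 75173478, beside Mir132) had slopes of -0.48 (SE 0.05) and -0.47 (SE 0.05) and fell from 1370 ± 94.1 to 742 ± 73.9 CPM at 6m (SD, n = 16 and 8). Mir484 (chromosome 16, 14159626 to 14159692, intergenic) had slopes of -0.36 (SE 0.03) and -0.42 (SE 0.05) with a log2 fold change in Q175 at 10m of -0.61 (SE 0.07). Mir132 and Mir212 also differed between WT of the lines at 6m (FDR 0.00411 and 0.03), and Mir484 did not (FDR 0.359). Against own WT littermates at 6m, the log2 fold changes in Q175 were -0.61 (SE 0.04) for Mir132 and -0.74 (SE 0.06) for Mir212.

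The remaining members of the list come from pairs of near-identical copies whose values were fractional in at least 97.6% of the libraries. Mir218-2 (chromosome 11, 35616816 to 35616925, intron of Slit3) had slopes of -0.18 (SE 0.03) at 6m and -0.25 (SE 0.04) at 10m. Mir218-1 (chromosome 5, 48223942 to 48224051, intron of Slit2) had a slope of -0.12 (SE 0.04, FDR 0.026) at 6m and of 0.17 (SE 0.06, FDR 0.0174) at 10m, and it was not called in the meta-analysis (Z of 0.14, FDR 0.938). The sum of both Mir218 copies fell at both ages, with slopes of -0.16 (SE 0.03) and -0.18 (SE 0.04). Mir128-1 (chromosome 1, 128202361 to 128202430, intron of R3hdm1) had slopes of -0.14 (SE 0.03) and -0.14 (SE 0.04). Mir128-2 (chromosome 9, 112118636 to 112118711, intron of Arpp21) had slopes of -0.13 (SE 0.03) and -0.1 (SE 0.04), with an FDR of 0.0714 at 10m, and its meta-analysis Z of -4.42 went to -1.36 (FDR 0.355) with Q175 left out. The sum of both Mir128 copies had a slope of -0.13 at each age (SE 0.03 and 0.04). Mir218-2, Mir218-1 and Mir128-2 also differed between WT of the lines at 6m (FDR 2.84e-06, 0.0306 and 0.00294), and Mir128-1 did not (FDR 0.197). Against own WT littermates at 6m, the log2 fold changes in Q175 were -0.39 (SE 0.05) for Mir218-2 and -0.15 (SE 0.09, FDR 0.23) for Mir218-1. They were -0.26 (SE 0.04) for Mir128-2 and -0.2 (SE 0.05) for Mir128-1.

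The 5 rising microRNAs with the smallest meta-analysis p were Mir467a-1, Mir669c, Mir467d, Mir467c and Mir466d, all within an intron of Sfmbt2 on chromosome 2. Mir467a-1 (10476346 to 10476418) had slopes of 1.23 (SE 0.09, FDR 6.98e-16) at 6m and 1.33 (SE 0.11, FDR 4.07e-14) at 10m, and 0.12 (SE 0.05, FDR 0.415) at 2m. It rose at 6m from 10.1 ± 2.31 CPM in the controls (SD, n = 16) to 38.1 ± 3.52 CPM in Q175 (SD, n = 8), and at 10m from 10.7 ± 1.91 (n = 15) to 38.1 ± 6.75 CPM (n = 8). All 8 Q175 libraries lay above the control median at both ages. In Q92 the mean of Mir467a-1 was 10.9 CPM at 6m and 12 CPM at 10m, so its rise was not even along Q. The slopes at 10m were 1.45 (SE 0.13) for Mir669c (10509296 to 10509404), 1.2 (SE 0.12) for Mir467d (10507630 to 10507714), 1.38 (SE 0.14) for Mir467c (10473931 to 10474027) and 0.94 (SE 0.12) for Mir466d (10511967 to 10512062). The genomic cluster spanned positions 10467229 to 10517164 and held 20 tested microRNAs, of which 16 were called rising and 0 falling in the meta-analysis. No member was called falling under any scaling alternative, while 1 of 20 was with sex by replicate number as a block, 1 of 20 with WT only as controls, 1 of 20 without replicate 2 and 1 of 59 without the low-count filter. Members shared reads, with fractional values in 100% of the libraries for Mir467a-1, 56.7% for Mir669c and 36.5% for Mir467c. Every tested member had fractional values in some libraries, so the number of loci that rose cannot be told. The summed counts of the 53 features of the Mir466, Mir467, Mir669 and Mir297 families rose with slopes of 0.88 (SE 0.07) at 6m and 1.03 (SE 0.09) at 10m.

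**Figure D3:**
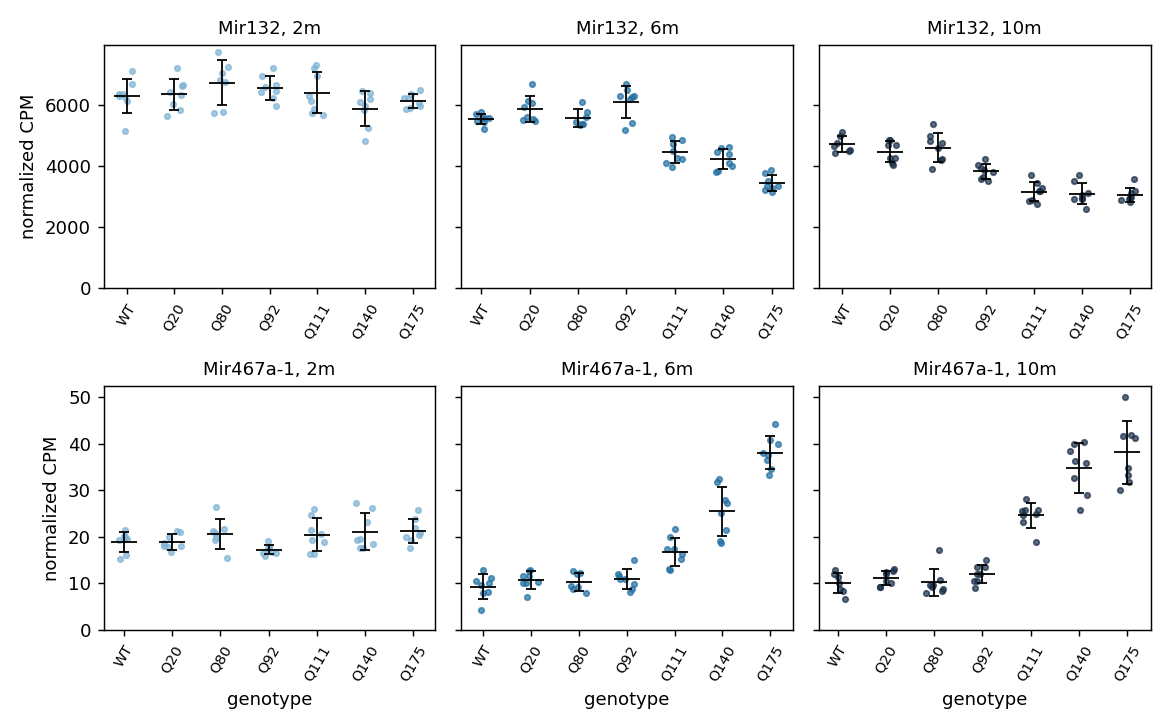
Points are libraries, with normalized CPM on the vertical axes and genotype on the horizontal axes at each age, for Mir132 (top) and Mir467a-1 (bottom), and bars give the mean and SD of each group of 7 or 8 libraries. WT are littermates of the Q20 line, and at 6m Mir132 fell to 3450 CPM and Mir467a-1 rose to 38.1 CPM in Q175.

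**Figure D4:**
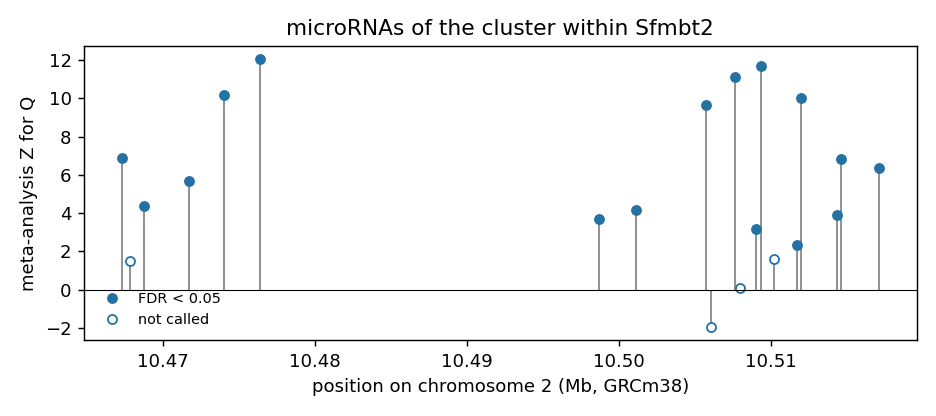
Each stem is 1 of the 20 tested microRNAs of the cluster within Sfmbt2, placed by its position on chromosome 2 (Mb, GRCm38), and its height is the meta-analysis Z for Q. The 16 filled points were called at an FDR under 0.05, and all of them rose with Q.

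The 5 falling microRNAs with the smallest p were Mir344b, Mir484, Mir132, Mir212 and Mir148a. Mir344b (chromosome 7, 61790519 to 61790581, intron of A230057D06Rik) had slopes of -0.48 (SE 0.04, FDR 8.07e-14) at 6m and -0.55 (SE 0.05, FDR 1.56e-13) at 10m, and fell at 10m from 261 ± 24.4 CPM in the controls (SD, n = 15) to 153 ± 17.9 CPM in Q175 (SD, n = 8). In its cluster 5 of 7 tested microRNAs were called falling and 0 rising, and the summed counts of the 12 Mir344 features had slopes of -0.34 (SE 0.04) and -0.41 (SE 0.04). Every tested member of this cluster had fractional values too, so the number of loci that fell cannot be told. Mir148a (chromosome 6, 51269812 to 51269910, intergenic) had slopes of -0.29 (SE 0.04, FDR 4.26e-09) and -0.58 (SE 0.07, FDR 5.66e-10), and fell at 10m from 2820 ± 329 CPM (SD, n = 15) to 1480 ± 185 CPM (SD, n = 8). Against own WT littermates at 6m, the log2 fold changes in Q175 were -0.61 (SE 0.04) for Mir132, 1.92 (SE 0.15) for Mir467a-1, -0.68 (SE 0.05) for Mir344b and -0.54 (SE 0.07) for Mir148a. The largest cluster, on chromosome 12 from 109563692 to 109747960, held 48 tested microRNAs, of which 14 were called rising and 13 falling. These numbers were 18 and 7 with total count scaling, 18 and 8 with either FPKM fit and 8 and 11 without replicate 1.

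The slopes were compared between ages and between sexes. Between 2m and 10m, the slope differed in 83 microRNAs (24 with a higher slope at 10m, 59 with a lower one). With total count scaling 29 were higher and 37 lower, and with WT only as controls 29 were higher and 27 lower. The 3 with the smallest p were Mir669c, whose slope was higher at 10m by 1.32 (SE 0.13, FDR 2.11e-14), Mir467a-1, higher by 1.16 (SE 0.12, FDR 1.33e-13), and Mir467c, higher by 1.31 (SE 0.16, FDR 7.27e-11). Between 6m and 10m the slope differed in 2 microRNAs. These were Mir148a, with a difference of -0.35 (SE 0.08, FDR 0.00869), and Mir16-2 (chromosome 3, 69009902 to 69009996, intron of Smc4), with -0.62 (SE 0.16, FDR 0.043). Mir16-2 at 6m had a log2 fold change in Q175 of 0.12 (SE 0.23) against own littermates, and it was among the microRNAs that differed between WT of the lines (FDR 0.000122). The number varied between 1 and 7 when single Q175 libraries were left out. It was 1 without Q175 6m M4, 10m F2 or 10m F4, 7 without Q175 6m F2, F3 or M3 or 10m M3, 6 without 10m F1 and 5 without 10m M1. Between the sexes the slope differed in 0 microRNAs at 6m (27 had an unadjusted p under 0.05) and in 0 at 10m (48).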

Values the study reported

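In the 10-month striatum the study reported no DE microRNAs in Q80, 2 in Q92, 34 in Q111, 58 in Q140 and 68 in Q175, and 97 microRNAs associated with Q as a numeric variable. Its meta-analysis of both later ages gave 159 microRNAs in the striatum. For Q111 it reported 40 DE microRNAs at 6 months, of which 18 were shared with 10 months. For Q175 at 2 months it reported 6, of which 5 were also DE at 6 and 10 months. It retained 480 microRNAs.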

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

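Of the tests below, those on single libraries that lay apart and those on the 6m and 10m difference of Mir148a and Mir16-2 were chosen only after the result was seen.

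In 3 of the 48 groups checked, 1 library lay farther from its nearest neighbour, relative to the range of the group, than the 95% critical value of Dixon's test, where chance gives about 2.4. Mir132 in Q175 at 10m had a ratio of 0.537 with male 4 the highest (3584 CPM against 3183 for the next), and Mir467c in Q175 at 10m had 0.538 with female 3 the lowest (2.961 against 5.365 CPM). For both, a library that was unusual across all microRNAs was argued against, since the lower Z.k of these libraries was -0.64. Mir467a-1 in Q80 at 10m had a ratio of 0.709 with male 1 the highest (17.23 against 10.68 CPM). That library had a Z.k of -2.62, under the limit of -2.5 set for this test, so a difference of the whole library is a candidate explanation there. With about as many such groups as chance gives, no biological explanation was tested.

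The slope on Q differed between 2m and 10m in 83 microRNAs, and of 100 splits with permuted ages, the observed one included, 1 gave as many. A difference in depth was argued against, because with every library thinned to a total of 2755344 counts 74 microRNAs differed, where permuted ages gave at most 3. Outlying libraries as the whole cause were argued against as well, since the lowest count with all libraries kept or with a replicate number left out was 42. Libraries of different ages share no batch, so a handling step that shrinks slopes at 1 age only was not tested and stays open. A dependence of the slope on age, which the design names, also stays open as a hypothesis.

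The slope also differed between 6m and 10m in 2 microRNAs, Mir148a and Mir16-2, and 1 of 100 splits with permuted ages gave as many. The number was unstable, with a range from 1 to 7 when single Q175 libraries were left out (1 without Q175 6m M4, 10m F2 or 10m F4) and from 0 to 4 when a replicate number was left out. Mir16-2 had a slope of 0.63 (SE 0.14, FDR 0.000248) at 6m and 0.06 (SE 0.07) at 10m. With line as a block the 6m slope of Mir16-2 was 0.1 (SE 0.09), and its difference from the 10m slope had a Z of -0.37, so a line background at 6m is a candidate explanation for Mir16-2. For Mir148a the 6m slope with line as a block was -0.21 (SE 0.03) and the Z was -5.1. Slopes within and across lines differ in form where the change is not even along Q, so the size of both Z values is uncertain. In Q175 the log2 fold change of Mir148a was -0.54 (SE 0.07) against own littermates at 6m. Against the controls at 10m it was -0.89 (SE 0.08), which argues against a line background at 6m in Q175. For Mir148a a difference between the library batches of both ages was not tested and stays open, as does age itself.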

How the results depend on the processing

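The alternatives were compared by the number of calls, with a change of more than 1.5 times counted as a move. The numbers for Q association at 6m (144 with edgeR and TMM), at 10m (79 to 140) and in the meta-analysis (133 to 194), and those for Q140 and Q175 at 6m (107 to 169 and 127 to 182) and for Q111, Q140 and Q175 at 10m (50 to 85, 59 to 85 and 74 to 102), stayed within that limit under all alternatives other than the left-out replicates. So did Q80 at 2m and at 10m, with 0 calls throughout. Of the 14 microRNAs named for the meta-analysis (the list of 7 and the top rising and falling ones), each other than Mir218-1 kept its direction there under every alternative that tested it, and each of these other than Mir128-2 kept its call. Mir466d and Mir467c were not tested with a mean of at least 50 counts. Mir128-2 had a Z of -1.36 with Q175 left out. The sex implied by the cage code and the line block moved 0 of the results they were run on, and the line block gave 143 calls for Q association at 6m. Unless stated, the cause of the changes below was not tested.

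With DESeq2, Q92 at 2m had 3 calls, Q140 at 2m 1, Q175 at 2m 4, calls shared by Q175 at 2m and 10m 2, Q20 against WT at 2m 2, Q80 against own littermates 7 and the 6m and 10m interaction 5. After replacing outlying counts, the corresponding numbers that moved were 1 for Q92 at 2m, 0 for Q175 at 2m, 0 shared, 2 for Q20 against WT at 2m, 7 for Q80 against own littermates and 5 for the interaction. RLE factors gave 2 calls for Q20 against WT at 6m and 5 for the 6m and 10m interaction. Total count scaling gave 2 for Q175 at 2m and 2 shared with 10m. Limma on FPKM with a pseudocount of 1 gave 2 for Q175 at 2m, 2 shared with 10m and 1 for the 6m and 10m interaction, and with a pseudocount of 0.1 it gave 1 for that interaction.

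Scaling changed the balance of higher and lower calls more than their number. For Q association at 6m the higher share was 43.8% with TMM, 54.4% with RLE or DESeq2, 71.7% with total counts and 70.6% with either FPKM fit. Under total counts it went from 37.3% to 68.4% in Q80, from 32.6% to 64.7% in Q111, from 49.7% to 72.6% in Q140 and from 46% to 67.4% in Q175 at 6m, and from 52.7% to 37.7% in Q111 at 10m. For Q175 against own littermates 57 of 122 calls were higher with TMM and 69 of 113 with total counts. For the 2m and 10m interaction 24 of 83 were higher with TMM, 31 of 78 with DESeq2, 28 of 71 with RLE, 29 of 66 with total counts and 29 of 56 with WT only as controls. In the chromosome 12 cluster 14 rose and 13 fell with TMM, and 18 rose and 7 fell with total counts. The median slope shifted by 0.048 at most.

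Without the low-count filter, 1475 microRNAs were tested. Q92 at 2m then had 3 calls, Q111 at 2m 1, Q175 at 2m 0 (0 shared with 10m), Q80 at 6m 32, Q111 at 6m 25, Q92 at 10m 1, Q association at 2m 1, Q20 against WT 8 at 2m and 11 at 10m, Q111 against own littermates 13, the 6m and 10m interaction 1, and sex interactions 4 at 6m and 10 at 10m. Correlations fell to 0.217 between 2m and 6m, 0.197 between 2m and 10m and 0.632 between 6m and 10m. A mean of at least 50 counts gave 8 for Q80 against own littermates and 5 for the 6m and 10m interaction.

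Without the batch covariate, Q111 at 2m had 3 calls, Q175 at 2m 2 (2 shared with 10m), Q80 at 6m 86 and Q association at 2m 1. With all libraries kept, Q111 at 2m had 8, Q80 against own littermates 2 and the 6m and 10m interaction 8. Blocking on sex by replicate number gave 0 for Q175 at 2m (0 shared), 2 for Q20 against WT at 6m and 1 for the 6m and 10m interaction.

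With WT only as controls, Q92 at 2m had 1 call, Q111 at 2m 6, Q175 at 2m 0 (0 shared), Q80 at 6m 19, Q111 at 6m 18, Q92 at 10m 5, Q111 shared between ages 13, Q association at 2m 1 and the 6m and 10m interaction 1. With Q20 only, Q111 at 2m had 1, Q175 at 2m 0 (0 shared), Q80 at 6m 28, Q111 at 6m 27, Q92 at 10m 0, the 6m and 10m interaction 1 and the sex interaction at 6m 3. Both alternatives left fewer control libraries. All WT littermates as 6m controls gave 11 for Q80, 27 for Q92, 41 shared for Q111, 15 for the 6m and 10m interaction and 2 for the sex interaction at 6m. Fits of only the line and the controls, with fewer samples, gave 2 for Q111 at 2m, 0 for Q175 at 2m (0 shared) and 0 for Q92 at 10m.

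With Q175 left out, the longest repeat was gone. The 2m and 10m interaction fell to 49, the 6m and 10m interaction rose to 6, calls shared between 6m and 10m fell to 49, and correlations fell to 0.251 between 2m and 6m, 0.3 between 2m and 10m and 0.625 between 6m and 10m. The library number sets, chosen after seeing the data, gave 4 for Q80 at 6m, 19 for Q111 at 6m, 12 shared for Q111, 2 for Q20 against WT at 6m, 55 for WT among lines and 4 for the 6m and 10m interaction. The meta-analysis Z of Mir218-1, 0.14 with edgeR and TMM, reversed to -0.94 without Q175, to -0.23 with library number sets, to -0.73 without batch, to -0.24 without replicate 1 and to -0.13 without replicate 2 (from -0.24 to 0.55 across the 4 fits that each left out a replicate number), and under none of these was it called.

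Across the 4 fits that each left out a replicate number, and so had fewer samples, Q111 at 2m ranged from 0 to 6 calls, Q175 at 2m from 0 to 1 (shared with 10m from 0 to 1), Q80 at 6m from 29 to 35, Q92 at 6m from 29 to 41, Q111 at 6m from 18 to 27, Q92 at 10m from 0 to 4, Q111 at 10m from 46 to 57 and Q111 shared from 12 to 19. Against own littermates the ranges were 3 to 7 for Q80, 0 to 4 for Q92 and 9 to 14 for Q111. For Q20 against WT at 6m it was 0 to 3, for WT among lines 60 to 94, and for the interactions 42 to 69 between 2m and 10m and 0 to 4 between 6m and 10m. The other results moved by less than 1.5 times in these fits.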

Other observations

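Of the tests in this part, those on the summed counts of the Mir466, Mir467, Mir669 and Mir297, the Mir344 and the Mir218 families were chosen only after the members' slopes were seen, and the one on the Q80 and Q140 lines at 10m after the values of each line were seen.

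Other splits of the libraries were compared with each count. Of 100 splits, 1 gave as many calls as observed for each line at 6m, for Q111, Q140 and Q175 at 10m, for Q association at 6m, at 10m and in the meta-analysis, for the list of 7, for Q20 against WT at 6m, for Q111, Q140 and Q175 against own littermates, for WT among lines, for both age interactions and for each correlation between ages, and that 1 was the observed split. The same number was found for each count of shared calls, but permuted genotypes made so few calls at either age that they shared 0, so this test cannot decide about the sharing. As many calls were given by 2 of 100 splits for Q111 at 2m and by 3 of 100 for Q92 at 10m. For Q175 at 2m it was 10 of 100, for Q80 against own littermates 12 of 100 and for Q92 against own littermates 13 of 100, so these counts were not separated from other splits. Where 0 calls were made (Q80, Q92, Q140 and Q association at 2m, Q80 at 10m, Q20 against WT at 2m and 10m, both sex interactions), 100 of 100 splits gave as many. These splits exchange single libraries, so they do not cover differences shared by all libraries of a group.

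WT libraries differed among lines at 6m in 107 microRNAs. At most 5 were called in the other splits of the set of 100, and at most 1 in the 19 other regroupings used for the covariates below. Adding depth as a covariate left 106 calls and adding the share of the most abundant microRNA left 119, which argues against both. Sets of 24 consecutive library numbers left 55 calls, of which 53 were among the 107, so the sets were not the whole cause. The sets had an effect of their own, with 12 calls within groups against at most 2 in permuted sets (76 libraries). They also overlapped with the lines, as 9 of the 10 numbered Q175-line libraries fell in a single set, so part of the drop may come from the loss of contrast. For a background carried to other ages, the mean correlation over 5 lines with the 10m differences of the heterozygotes was 0.02, which averages lines of both signs and cannot decide. Only for Q80 and Q140 was the background also seen in the 6m heterozygotes beyond permuted lines (r of 0.35 and 0.26, each 1 of 100). The higher r of these 2 lines at 10m was 0.01, which argues against a carried background in Q80 and Q140. For the other lines it stays open, and Q111 had an r of 0.13 at 10m, which 5 of 100 reached. Handling steps finer than these sets and litters were not recorded in the labels and stay open. Housing also stays open, because per the labels the WT mice of each line were housed with the heterozygotes of that line. At 2m and 10m the mice of a line and sex mostly shared a cage code. Differences between cages were therefore not separated from those between lines at these ages.

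Q80 and Q92 at 6m had more calls against the Q20-line controls than against own littermates. A candidate explanation is a difference between the lines at 6m that is present without the expanded allele. Differences of the heterozygotes and of their WT littermates from the Q20 line, which share no library, correlated across microRNAs with a mean r of 0.25, and 2 of 100 permuted groupings gave one as high. This rested on Q80 (r of 0.35, 1 of 100), since Q92 alone had 0.15, which 15 of 100 reached. Fewer control libraries were argued against as the whole cause, since with 8 WT libraries of the Q20 line as controls the mean count was still 29. For the association with Q, a block for line over all 6m libraries gave 143 calls at 6m in a fit with more libraries, and 158 of the 181 meta-analysis calls were shared.

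Mir99b, Mir100 and Mir501, chosen after their values were seen, moved together between groups at 6m without following the CAG length. Against own littermates they were lower in Q80, Q92 and Q175 and higher in Q140, while in Q111 Mir99b alone was called, and it was lower. In Q140 the log2 fold changes were 0.46 (SE 0.07) for Mir99b, 0.37 (SE 0.07) for Mir100 and 0.57 (SE 0.08) for Mir501. In Q175 they were -0.44 (SE 0.07), -0.30 (SE 0.07) and -0.50 (SE 0.08). All 3 were also lower in Q20 than in WT at 6m, and none was called in any line, in Q20 against WT or with Q at 2m or 10m. No explanation was tested for this pattern.

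Q111 at 2m had more calls than the other lines at 2m. The lowest count without 1 Q111 library was 1, without F3 or M2 (24 without M1, 8 without F4 and 3 without M4). That is no more than in Q175, so a single library as the cause stays open. The r with the 6m WT difference of the Q111 line was -0.13, but that difference was not separated from permuted lines in the 6m heterozygotes either (r of 0.12, 15 of 100), so a line background stays open. The r between Q111 at 2m and 10m over all microRNAs was -0.004, which 56 of 100 splits reached, and 3 of the 13 calls had the same sign at 10m. An r near 0 over mostly unchanged microRNAs excludes little for so few, so an early form of the 10m change in some of them and a change limited to 2m both stay open.

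Shifts of reads between near-identical copies were tested by summing families. The summed Mir466, Mir467, Mir669 and Mir297 features rose with a slope of 1.03 at 10m, and the summed Mir344 features fell with -0.41. Reads moved within a family were thus argued against as the cause of the change in either sum. How many members changed cannot be told, because every tested member of both clusters had fractional values. For Mir218 the summed slope at 10m was -0.18. The share of Mir218-1 in the sum rose at 10m from 12.6 ± 2.5% in the controls to 18.9 ± 3.9% in Q175 (SD, two-sided permutation p = 1e-04, the smallest the permutations can give), while its slope had p = 0.34 at 2m and p = 0.28 at 6m. Because all counts of both copies lie in fractional features, a change in how reads were divided and unequal change of both loci cannot be told apart.

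The cage code of 2 libraries, Q20 10m female 3 and Q80 2m male 1, carried the other sex. A score of sex-associated microRNAs placed only 51.9% of the other 10m libraries with their labelled sex (74.1% at 2m), too few for the test to decide, so a label error and a cage code error cannot be told apart. Using the sex of the cage code moved 0 results.

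Q111 at 10m gave 74 DE microRNAs here. That is higher than the value quoted from the study above. Q92, Q140 and Q175 at 10m, Q association at 10m, the meta-analysis, Q111 at 6m and its sharing with 10m also gave higher numbers than those quoted above, by smaller factors. Q175 at 2m gave 1 DE microRNA here, and 1 was shared with 10m. Both are lower than the values quoted from the study above.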
